A study of Homo sapiens with 4 samples.

How the data were processed

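Poly(A) RNA from PC3 cells, an established human prostate cancer line, was sequenced in 4 libraries. Per the labels, 2 libraries came from cells labelled shNC and 2 from cells labelled sh812. The series design names METTL3 knockdown against control with 2 replicates each, and sh812 was read as the knockdown arm because it is the only label other than shNC. The fall of METTL3 in both sh812 libraries goes with that reading. Per the labels' protocols, the libraries were made with a dUTP method that keeps strand information and were sequenced as paired reads of 150 bp on an Illumina NovaSeq instrument.

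The deposited table holds raw read counts per gene for 60544 genes, each with an Ensembl identifier, a gene name and a gene type. The values are whole numbers with a different total in every library, so they were treated as counts that the authors had not normalized. The aligner, the counting tool, the genome build, the annotation release and the strand setting of the counting are not stated in the labels or the table header. Genes that overlap on opposite strands, and near-identical gene copies, can therefore share reads in ways that the table does not show. It is also not stated whether a count is a read or a read pair.

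Total counts per library were 37041330 and 31450648 in shNC replicates 1 and 2, and 35751264 and 36300410 in sh812 replicates 1 and 2. Replicates were compared before they were averaged. Over genes with at least 20 counts in a pair, the chi-square statistic per gene was 8.43 in the shNC pair and 4.51 in the sh812 pair. Both lay above the value near 1 that sampling noise alone gives, and each library was counted as a separate replicate. Differences in RNA handling or library preparation would also raise this value, so it does not show that the replicates were independent cultures. If they were not, the p-values reflect the spread within a single population per group.

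Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr defaults, TMM normalization, glmQLFit and glmQLFTest on all 4 libraries with no covariate). The filter kept 16802 genes. P-values were adjusted by the Benjamini-Hochberg method over these genes, and a gene was called at an adjusted p under 0.05. The fitted log2 fold change used edgeR's prior count of 0.125, and its standard error (SE) was derived from the quasi-likelihood F statistic. CPM values are counts scaled to the TMM-adjusted library size, computed here from the deposited counts, and are given as mean ± SD of 2 libraries. A count of 3 or less in both libraries of a group was taken as the floor.

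Gene lists were tested with camera in limma 3.58.1, two-sided, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, with adjustment over the 9 lists. The fry test, directional and mixed, and camera with an estimated correlation were run beside it, and camera with that estimate held fixed was added after the data were seen. The lists were m6A machinery, interferon-stimulated genes, S phase genes, G2/M genes, ATF4 stress-response genes, cholesterol synthesis genes, immediate early genes, mesenchymal genes and epithelial genes. They were written from general knowledge before the data were examined, when the tests, the naming rule and the alternatives were also set. All 263 list entries were matched to the table, and 1 gene stood in more than 1 list. METTL3 was left out of the test of the m6A list.

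The genes named in the text are METTL3, the called genes of the m6A list, and the 6 genes with the largest change on each side. The latter had to be called, to have a mean CPM of at least 5 and a gene symbol, and to have non-overlapping groups. From each other list past the threshold, the 2 genes with the smallest p-value in the list's direction were added. Some genes that the rule selects are not reported here, and no other genes took their place. Any gene reported outside this rule is marked as chosen after its values were seen, and genes named only as overlapping or near-identical to these are not results. Positions come from GENCODE 29 (GRCh38), matched by Ensembl identifier. They are not positions given by the authors, and the build behind the counts may differ. Of the 16802 genes tested, 16635 had a gene model there.

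The counts of called genes, the named genes and the gene lists were recomputed with RLE size factors, upper quartile factors, library size alone, no low-count filter, a mean CPM of at least 1, the replicate number as a block and each library left out. DESeq2 1.42.0 and limma-voom were run for the counts and the named genes only. A fitted prior count of 2 was tried for the named genes, where it moves the fold change and not the p-value, and a log2 CPM prior count of 0.5 for the lists. The removal of each library's trend on transcript length, alone or with GC content, was added after the data were seen. It used a lowess curve of span 0.3 per library as an offset. The methods were tested on simulated counts drawn from the real means, dispersions and library sizes. With 200 of the genes changed and 16390 tested, 72% of the genes changed by log2 1 and 57% of those changed by log2 0.5 were called, with 9 false calls among 138 calls and 0 in the wrong direction. Changed genes were drawn from all abundance levels. In the same tests the set test called 1 of 9 lists, the shifted one (16440 genes). Simulated genes were drawn independently of each other, so this test cannot show false list calls that come from correlated expression. The removal of a planted length trend took its rank correlation from -0.431 to 0.00681 (16250 genes). The segment scan found 0 segments with none planted, and 59 of the 60 genes of a planted one (12240 genes).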

Results

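The study measured poly(A) RNA in PC3 cells, a human prostate cancer line, to compare METTL3 knockdown with control. METTL3 is the catalytic subunit of the complex that writes N6-methyladenosine (m6A), a methyl mark on messenger RNA. The control arm, labelled shNC, and the knockdown arm, labelled sh812, had 2 libraries each. Total gene counts ranged from 31450648 in shNC replicate 2 to 37041330 in shNC replicate 1, and were 35751264 and 36300410 in the sh812 libraries. Between 23620 and 24569 genes had at least 1 count in a library, and the 10 most abundant genes of each library took 4.09% to 4.67% of its counts. Protein-coding genes held 98.5% to 98.6% of the counts. The Pearson correlation of log2 CPM across genes was 0.989 between the shNC replicates and 0.990 between the sh812 replicates, against 0.986 between libraries of different groups. The common biological coefficient of variation was 0.0633. No sequencing date or batch is given in the labels, so a batch effect aligned with the groups could not be examined.

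The first comparison asked whether the targeted transcript was reduced. METTL3 (ENSG00000165819) lies on the minus strand of chromosome 14, from 21498133 to 21511375 in GENCODE 29. It had 1682 and 1379 counts in the shNC libraries and 269 and 313 counts in the sh812 libraries. Its abundance was 43.98 ± 0.523 CPM (SD, n = 2) in shNC and 8.20 ± 0.766 CPM (SD, n = 2) in sh812, which is 18.7% of the control level. The log2 fold change was -2.42 (SE 0.11), with an adjusted p of 5.54e-14 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, equalled only by that of CALB1 among the genes tested. The alternative that moved it most was the removal of sh812 replicate 2, which gave -2.52. The 3′ end of METTL3 overlaps TOX4 on the opposite strand, and the strand setting of the counting is not stated.

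The second comparison covered all genes that passed the low-count filter. Of 16802 genes tested, 1822 (10.8%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 912 were higher and 910 lower in sh812, and 1724 were protein-coding. In every called gene both sh812 libraries lay on the same side of both shNC libraries. Calling genes on these same libraries favours that arrangement, so it is no independent evidence for the calls. Over all tested genes, 53.6% showed it, against the 33.3% that chance gives. Most changes were small, with a median absolute log2 fold change of 0.33 among called genes. A change of at least 2-fold was fitted for 50 called genes that were higher and 76 that were lower. Of these 126 genes, 40 had a mean CPM under 1, and 13 had a group with 3 counts or fewer in both libraries, so that their fitted fold depends on the prior count. Among genes with a mean CPM of at least 5, 17 were at least 2-fold higher and 17 at least 2-fold lower. The balance of higher against lower calls moved most with the scaling. With library size alone in place of TMM, 561 genes were called higher and 1328 lower, so the share called higher was 29.7% against 50.1% with TMM. DESeq2, which left 66 of the 126 genes without an adjusted p, gave 29 genes at least 2-fold higher and 30 at least 2-fold lower.

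**Figure D1:**
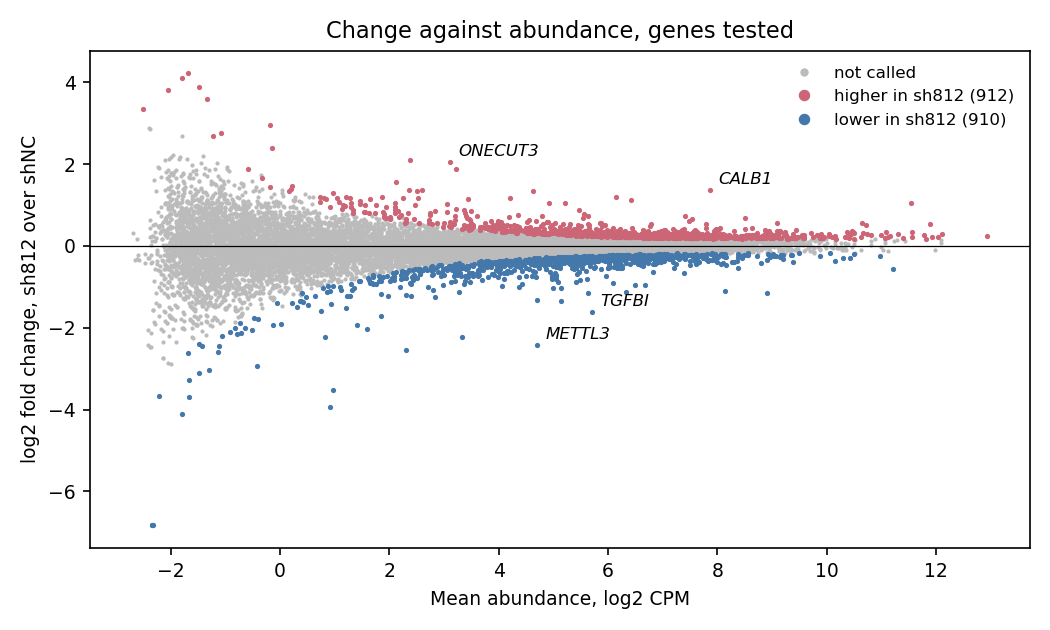
Fitted log2 fold change of sh812 over shNC (vertical axis) against mean abundance in log2 CPM (horizontal axis), each point a tested gene. The 912 genes called higher and the 910 called lower in sh812 are coloured, with 4 named; the extreme points at low abundance include genes with a group at 3 counts or fewer, whose fitted value depends on the prior count.

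Among genes with a mean CPM of at least 5, the largest decreases reported here after METTL3 were in TGFBI, IL6, SPOCK1 and NLGN4X. TGFBI, on chromosome 5 from 136028895 to 136063818, fell from 78.3 ± 5.12 to 25.6 ± 1.79 CPM (SD, n = 2), with a log2 fold change of -1.61 (SE 0.08, adjusted p = 9.36e-13 in edgeR). IL6 on chromosome 7, SPOCK1 on chromosome 5 and NLGN4X on chromosome X had log2 fold changes of -1.35, -1.32 and -1.26, with adjusted p-values in edgeR of 4.27e-10, 1.25e-09 and 1.57e-05. The annotation places other genes over IL6 and NLGN4X, and reads from these cannot be separated in the table.

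The largest increases were in ANXA10, ONECUT3, TRBC2, TBC1D30, EPHB6 and CALB1. CALB1, on chromosome 8 from 90058608 to 90095475, was the most abundant of them. It rose from 131 ± 3.59 to 336 ± 8.61 CPM (SD, n = 2), with a log2 fold change of 1.36 (SE 0.06, adjusted p = 5.54e-14 in edgeR). ANXA10 on chromosome 4 had 47 and 87 counts in the shNC libraries and 286 and 312 in the sh812 libraries. Its log2 fold change of 2.11 (SE 0.24, adjusted p = 1.60e-06 in edgeR) became 1.61 without shNC replicate 1 and 2.77 without shNC replicate 2. ONECUT3 on chromosome 19 rose from 3.34 ± 0.0211 to 13.8 ± 1.56 CPM (SD, n = 2), with a log2 fold change of 2.05 (SE 0.16, adjusted p = 1.77e-09 in edgeR). TRBC2 and EPHB6 lie near each other on chromosome 7 and had log2 fold changes of 1.87 and 1.36, with adjusted p-values in edgeR of 9.10e-09 and 1.72e-05. TRBC2 has a near-identical copy, TRBC1, so its count is uncertain. TBC1D30 on chromosome 12 had a log2 fold change of 1.37 and an adjusted p of 5.27e-05 in edgeR. Other annotated genes overlap ANXA10 and TBC1D30 on the opposite strand. All 11 genes, METTL3 included, kept their direction and an adjusted p under 0.05 in each of the alternatives that gave a test.

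**Figure D2:**
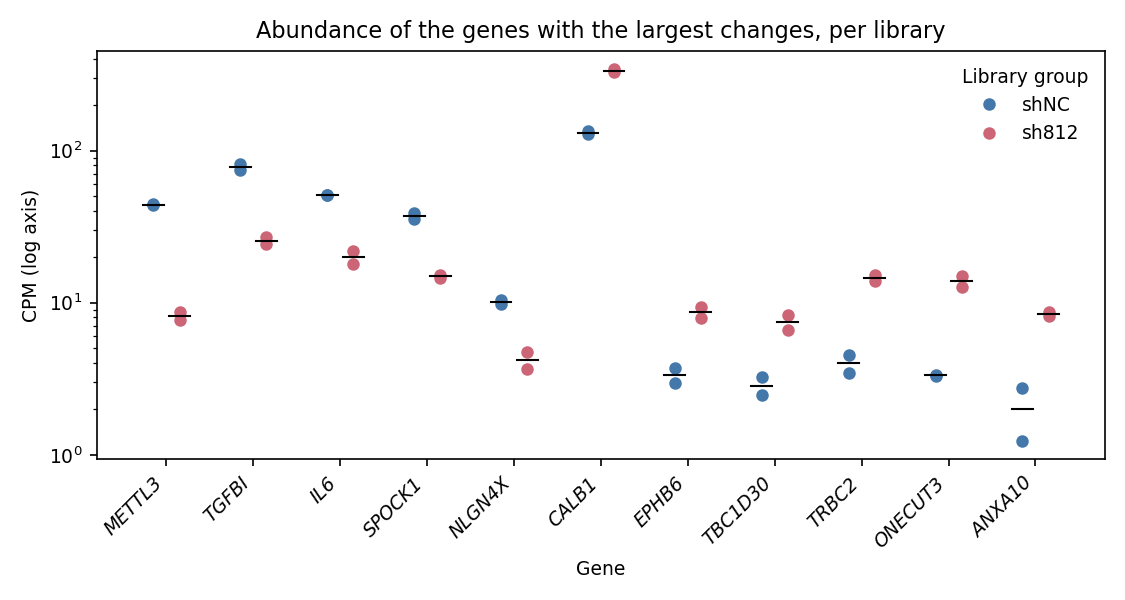
Abundance in CPM (log axis) of METTL3 and the 10 other genes reported here with the largest decreases and increases, each point a library and each black bar the mean of 2 libraries. Both sh812 libraries lie below both shNC libraries for the 5 genes on the left and above them for the 6 on the right; for METTL3 the means are 43.98 and 8.20 CPM.

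The third comparison asked whether other components of the m6A system changed. Of the 20 other genes of the m6A list that were tested, 2 had an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. HNRNPA2B1 was higher, at 1438 ± 95.4 CPM in shNC and 1793 ± 91.4 CPM in sh812 (SD, n = 2), with a log2 fold change of 0.32 (SE 0.06, adjusted p = 0.000814 in edgeR). IGF2BP2 was lower, at 112 ± 5.19 and 93.8 ± 4.85 CPM (SD, n = 2), with a log2 fold change of -0.26 (SE 0.07, adjusted p = 0.0144 in edgeR). Both overlap other genes in the annotation. The writer subunit METTL14 had a log2 fold change of -0.11 (SE 0.11, adjusted p = 0.61 in edgeR), and the demethylase gene ALKBH5 one of 0.18 (SE 0.06, adjusted p = 0.072 in edgeR). These 2 were chosen after their values were seen. The median log2 fold change of the 20 genes was 0.014 (camera adjusted p = 0.99), with 10 genes higher and 10 lower, and was -0.030 with library size alone. It was -0.012 without shNC replicate 2 and -0.027 without sh812 replicate 1. In the other direction, it was 0.0452 with the length and GC trend removed (camera adjusted p = 0.169). With the length trend alone removed it was 0.0395 (camera adjusted p = 0.183).

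The fourth comparison covered the 8 other gene lists. Of these, 4 had a camera adjusted p under 0.05. S phase genes had a median log2 fold change of 0.12 (adjusted p = 0.00491), and 34 of 43 were higher. Epithelial genes had a median of 0.15 (adjusted p = 0.00539), and 15 of 18 were higher. G2/M genes had a median of 0.058 (adjusted p = 0.0267), and 34 of 53 were higher. Mesenchymal genes had a median of -0.21 (adjusted p = 0.0144), and 15 of 20 were lower. None of the 4 passed with directional fry, where the adjusted p was 0.154, 0.154, 0.286 and 0.151 in that order. With mixed fry, which tests for change in either direction and says nothing of a shared one, it was 0.0095, 0.00644, 0.0221 and 0.00644. The m6A, cholesterol and immediate early lists also passed mixed fry, at 0.0135, 0.00344 and 0.00244, and the interferon-stimulated and ATF4 lists did not, at 0.0746 and 0.366. None of the 4 passed with camera and an estimated correlation either, where it was 0.41, 0.41, 0.567 and 0.41. With the same estimates held fixed, which removes the loss of degrees of freedom, it was 0.0466, 0.0149, 0.331 and 0.0149. The G2/M median depended on the control libraries, and was 0.0093 without shNC replicate 2 and 0.093 without shNC replicate 1. The G2/M list also lost its adjusted p under 0.05 without a low-count filter (0.0531), with library size alone (0.0721) and with the replicate block (0.0524). Over its 12 alternatives with a directional test, the adjusted p ran from 0.0183 to 0.567. The medians of these 4 lists kept their sign under each scaling.

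Single genes of these lists were called in both directions. In the S phase list 8 genes were higher and 0 lower over all genes tested, and 10 higher and 1 lower adjusted over the list alone. The corresponding numbers were 7 and 1, then 8 and 1, for the G2/M list. They were 6 and 0, then 6 and 1, for the epithelial list, and 1 and 7, then 1 and 10, for the mesenchymal list. At an unadjusted p under 0.05, 2 S phase genes and 1 epithelial gene were lower. UNG and HELLS had the smallest p-values among the higher S phase genes, with log2 fold changes of 0.41 and 0.47 (adjusted p = 8.37e-05 and 0.0021 in edgeR). TUBB4B and ANP32E did so in the G2/M list, with log2 fold changes of 0.32 and 0.27 (adjusted p = 0.000687 and 0.00425 in edgeR). EPCAM and CDH1 did so in the epithelial list, with log2 fold changes of 0.45 and 0.57 (adjusted p = 0.000128 and 0.00511 in edgeR). The annotation places other genes over HELLS, TUBB4B, EPCAM and CDH1. In the mesenchymal list TGFBI had the smallest p-value among the lower genes reported here.

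The other 4 lists did not pass with camera. Interferon-stimulated genes had a median log2 fold change of -0.064 (camera adjusted p = 0.107), with 22 of 29 genes lower, 0 called higher and 1 called lower. Adjusted over the list alone, 0 were called. At an unadjusted p under 0.05, 1 was higher and 6 were lower. The median was -0.12 without sh812 replicate 1 and -0.013 without sh812 replicate 2. Cholesterol synthesis genes had a median of -0.077 (adjusted p = 0.176), with 1 called higher and 4 lower, or 2 and 6 adjusted over the list alone. ATF4 stress-response genes had a median of -0.065 (adjusted p = 0.221), with 2 called higher and 2 lower, or 2 and 3 adjusted over the list alone. Their median was -0.14 without shNC replicate 1 and -0.028 without shNC replicate 2. Immediate early genes had a median of -0.10 (adjusted p = 0.263), with 4 called higher and 3 lower, or 4 and 6 adjusted over the list alone. Their median was -0.032 without sh812 replicate 1.

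**Figure D3:**
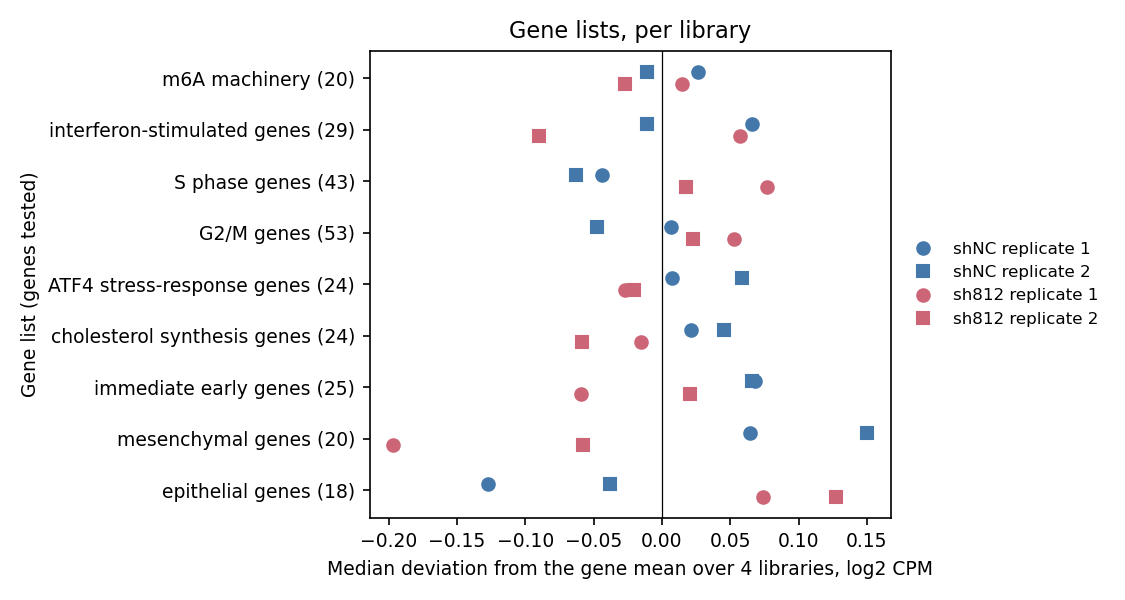
Median deviation of each list's genes from their own mean over the 4 libraries, in log2 CPM (horizontal axis), for each library and gene list, with the number of genes tested in parentheses and METTL3 left out of the m6A list. Both sh812 libraries lie to the right of both shNC libraries for the S phase, G2/M and epithelial lists and to the left for the mesenchymal list, and also to the left for the ATF4, cholesterol and immediate early lists, which did not pass with camera, while the groups overlap for the m6A and interferon-stimulated lists.

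The difference between groups varied with transcript length. Across 12238 genes with a mean log2 CPM above 1, the Spearman correlation of the change with transcript length was -0.34 between the group means. It was -0.34 between the shNC replicates, as replicate 2 against replicate 1, and 0.045 between the sh812 replicates. Genes are not independent replicates, and these values describe the libraries. With each library's trend on length and GC content removed, 898 genes were called higher and 888 lower. Of the 1822 genes called without the correction, 1293 were called in the same direction with it.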

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

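The alternatives were planned, except the removal of the length and GC trends and camera with the estimated correlation held fixed, which were chosen after seeing the data. METTL3 was past the threshold in each of the 10 alternatives that gave a new test, with log2 fold changes from -2.48 to -2.42. The 18 other named genes were also past it in each of theirs, in the same direction. The count of called genes ran from 1489 with DESeq2 to 2026 with a mean CPM of at least 1, against 1822. Of the genes called with TMM, 1470 were called in the same direction with library size alone, 1452 with DESeq2, 1779 with limma-voom and 1241 with the length trend removed. Library size alone moved the median log2 fold change of all genes to -0.050, and gave 561 genes higher and 1328 lower (29.7% higher against 50.1%). DESeq2 gave 29 genes at least 2-fold higher and 30 at least 2-fold lower, against 50 and 76. These 59 are all among the 126 genes with a 2-fold change in edgeR. Of the other genes, 66 had no adjusted p in DESeq2 because of its filter on low counts, which accounts for most of the difference.

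The list results depended on the set test. With directional fry and with an estimated correlation, the S phase (median 0.12), G2/M (0.058), mesenchymal (-0.21) and epithelial (0.15) lists kept these medians and lost their adjusted p under 0.05. The G2/M list also lost it with library size alone (median 0.013), without a low-count filter (0.058) and with the replicate block (0.058, adjusted p = 0.0524). The m6A list, which passed no directional test, changed sign with library size alone (-0.030). Its median was highest with the length and GC trend removed (0.0452). The cause of these changes was not tested, except for the estimated correlation, whose test has 2 residual degrees of freedom. With the estimate held fixed, 3 of the 4 lists passed and the G2/M list (0.058) did not, so for the 3 the loss came from the degrees of freedom. Over the 12 alternatives with a directional test, the adjusted p ran from 0.00189 to 0.41 (S phase), 0.0183 to 0.567 (G2/M), 0.0104 to 0.41 (mesenchymal) and 0.00181 to 0.41 (epithelial).

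Leaving out a library leaves a group with 1 sample, so these fits give values and no calls. Of the 50 genes at least 2-fold higher, from 42 to 47 stayed at least 2-fold, and of the 76 lower ones from 63 to 71. The METTL3 value ran from -2.52 to -2.33. The list medians ran from -0.027 without sh812 replicate 1 to 0.011 (m6A), 0.085 to 0.12 (S phase), 0.0093 without shNC replicate 2 to 0.093 without shNC replicate 1 (G2/M), -0.30 to -0.15 (mesenchymal) and 0.13 to 0.22 (epithelial). The m6A median was also negative without shNC replicate 2 (-0.012). The others ran from -0.14 without shNC replicate 1 to -0.028 without shNC replicate 2 (ATF4), and from -0.13 to -0.032 without sh812 replicate 1 (immediate early). They ran from -0.12 without sh812 replicate 1 to -0.013 without sh812 replicate 2 (interferon) and from -0.094 to -0.066 (cholesterol). For named genes other than METTL3, 10 values moved by more than the spread between replicates.

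The labels number the replicates 1 and 2 in both groups, without saying that a number marks a shared day or batch. The deviations of same-numbered libraries had a Pearson correlation of 0.0164 across genes, so the numbers gave no sign of pairing. With the replicate block, 1003 genes were called higher and 998 lower, and METTL3 had a log2 fold change of -2.42. The G2/M list was the only result listed here whose call changed under the block. With 2 libraries per group, the simulated data showed that 57% of genes changed by log2 0.5 are called, so genes with small changes can be missed.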

Other observations

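The tests in this part were chosen after the patterns were seen, and the test on genes left out of segment placement was altered after a first outcome. Of the 3 ways to split the 4 libraries into pairs, 1 gave as many called genes as the real split, namely the real split itself. The other splits gave 0 called genes each, with 179 and 131 genes at an unadjusted p under 0.05 against 4161. With 3 splits the share cannot fall under 0.05, so chance cannot be excluded by this count.

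Long transcripts were lower in sh812, but the same trend separated the control libraries. The rank correlation of transcript length with the difference between libraries was -0.335 for shNC replicate 2 against replicate 1, and between -0.39 and -0.38 for the sh812 libraries against shNC replicate 1. It was -0.20 and -0.18 for the sh812 libraries against shNC replicate 2. A difference between libraries in RNA integrity, fragmentation or size selection is a possible explanation of at least part of the trend. An effect of the knockdown on long transcripts stays open, because each sh812 library differed from both controls in the same direction. Any count of changed ribosomal or mitochondrial genes in these data may carry part of this trend. The 82 ribosomal protein genes, a set chosen after seeing the data, had a median log2 change of 0.22 (0.18 with library size alone), with 55 called higher. Such genes have many pseudogenes, and how the counting treated these is not stated. After removal of the length and GC trend it was 0.11 with 29 called higher. The camera p adjusted over both sets was then 5.15e-07, which argues against the trend as the whole cause. The adjusted fry p was 0.16, and the shNC replicates differed by 0.073 in the same set. The 16 mitochondrially encoded genes took 1.34% and 1.23% of counts in shNC and 1.62% and 1.68% in sh812. Their median log2 change was 0.30 (0.25 with library size alone), and 0.17 after the correction (camera adjusted p = 0.000725, fry adjusted p = 0.16). Before the correction 14 of these genes were called higher, and the set had an adjusted p of 0.0314 with fry. The shNC replicates then differed by -0.16, less in size than the groups did. After the correction they differed by -0.25, more than the groups did. The comparison thus depends on the correction, and the trend, a difference between single libraries and an effect of the knockdown cannot be told apart for this set.

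The trend does not wholly account for the 4 gene lists that passed with camera. With the length and GC trend removed, the adjusted camera p was 0.00234 for the S phase list, 0.034 for the mesenchymal list and 0.00234 for the epithelial list. Over the alternatives these p-values ran up to 0.41. The medians of 0.081, -0.21 and 0.20 were larger in size than the median differences within either replicate pair, a requirement set after the values of the ribosomal and mitochondrial sets were seen. The S phase median was 0.12 before the correction, so part of that shift may go with the trend. For the G2/M list the adjusted p was 0.0183 and the median stayed at 0.058, so the trend is not its source. That median was no larger in size than the difference of -0.063 between the corrected shNC replicates, so a difference between single libraries and an effect of the knockdown cannot be told apart there. Correlated expression within the lists was examined with each list's estimated correlation held fixed in camera. The adjusted p was then 0.0466 for the S phase list, 0.0149 for the mesenchymal and epithelial lists and 0.331 for the G2/M list. The estimates rest on 2 residual degrees of freedom, so correlation stays open, with the least room in the mesenchymal list, whose estimate of 0.00228 lay below the preset 0.01. A shift from mesenchymal towards epithelial transcripts is thus a hypothesis for further libraries. The mesenchymal gene VIM, chosen after its values were seen, lies in a segment of chromosome 10 described next.

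Genes that neighbour each other on a chromosome changed together between the groups. Over 12215 pairs of adjacent expressed genes, the Spearman correlation of their log2 changes was 0.0928. The permutation p over 1000 shuffled gene orders was 0.001, the smallest they can give, and the largest shuffled value was 0.026. Shared transcript length and GC content of neighbours do not account for it, since the correlation was 0.0971 after their trend was removed. Noise of single libraries does not either. The corrected correlation was 0.0068 between the shNC replicates and 0.0044 between the sh812 replicates. Before correction the shNC replicates showed 0.0528, and the corrected values were chosen for this test after that was seen. In windows of 29 genes, 85 of 11594 windows passed the 95% limit of the shuffled orders after correction, against 0 in each replicate difference. They formed 4 segments. On chromosome 10, from 0.1 to 22.3 Mb, 57 of 65 genes were lower, with a median of -0.20. On chromosome 9, from 104.7 to 120.8 Mb, 44 of 54 genes were higher, with a median of 0.20. On chromosome X, 45 of 53 genes were lower from 100.6 to 119.5 Mb and 24 of 29 from 134.6 to 149.9 Mb, with medians of -0.18 and -0.19. Without the correction the scan gave 26 windows in 4 segments, against 1 window between the shNC replicates. These lay on chromosome 9 from 105.7 to 114.6 Mb, on chromosome X from 103.6 to 119.5 Mb and from 135.2 to 152.8 Mb, and on chromosome 3 from 101.6 to 114.1 Mb (median -0.21). The chromosome 10 segment was not among them, with an uncorrected median of -0.19. The chromosome 10 shift had an edge. The medians of the 5 Mb steps from 0 to 20 Mb were -0.24, -0.20, -0.21 and -0.22, with 11 of 11, 12 of 16, 19 of 21 and 13 of 13 genes lower. The medians of the next steps, to 40 Mb, lay between -0.043 and 0.0053.

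A candidate explanation is a difference in DNA copy number in part of the cells between the shNC and sh812 populations, since PC3 is an aneuploid line and cell populations can drift apart in culture. It predicts that genes not used to find the segments shift with them, at low and high abundance alike. Segments were placed with every second gene and read in the others. A 15-gene window placed 0 segments, so the 29-gene window was used, a choice made after that outcome. It placed 4 segments, on chromosomes 9, 10, 11 and X, and 83% of the 135 genes left out (112) moved the way of their segment. The share was 82.1% among genes below the median abundance and 84.2% above it. The genes left out on chromosome 11 had a median of only -0.065. The genes left out alternated with the placement genes in the same libraries. Overlapping regions of chromosomes 9, 10 and X had already been found with all genes. The share of 83% therefore largely restates that neighbours shift together, and it does not single out copy number as the cause. Regional regulation of expression predicts the same and stays open, as the data hold no DNA measurement. The 4 segments found after correction hold 278 tested genes, 54 of them called in the uncorrected comparison, so under this hypothesis part of the 1822 calls would reflect the cell populations and not METTL3. Of the genes reported under the naming rule, 0 lie in these segments. Windows of 29 genes do not test close pairs, such as TRBC2 and EPHB6, or TGFBI and SPOCK1 on chromosome 5. For calls outside the segments an effect of METTL3 loss is not shown either. The label sh812 is the only knockdown label, so its effects other than through METTL3 cannot be separated in any call.

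The hypothesis that m6A-rich transcripts accumulate after METTL3 loss was examined through gene structure, because long internal exons are among the regions rich in m6A sites. The first and last exon of each transcript do not enter this proxy, so sites there are not covered. Over 11002 genes, the rank correlation of the longest internal exon with the corrected log2 change was -0.0497. The value was -0.079 between the shNC replicates and 0.0048 between the sh812 replicates. Without the correction the values were -0.18 between the groups, -0.20 between the shNC replicates and 0.028 between the sh812 replicates. The accumulation predicts a positive value. With and without the correction, the value between the groups was smaller in size than that between the shNC replicates. This proxy therefore leaves the hypothesis open. m6A itself was not measured.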
